# TEX15 is an essential executor of MIWI2-directed transposon DNA methylation and silencing

**DOI:** 10.1038/s41467-020-17372-5

**Published:** 2020-07-27

**Authors:** Theresa Schöpp, Ansgar Zoch, Rebecca V. Berrens, Tania Auchynnikava, Yuka Kabayama, Lina Vasiliauskaitė, Juri Rappsilber, Robin C. Allshire, Dónal O’Carroll

**Keywords:** Spermatogenesis, Piwi RNAs

## Abstract

The PIWI protein MIWI2 and its associated PIWI-interacting RNAs (piRNAs) instruct DNA methylation of young active transposable elements (TEs) in the male germline. piRNAs are proposed to recruit MIWI2 to the transcriptionally active TE loci by base pairing to nascent transcripts, however the downstream mechanisms and effector proteins utilized by MIWI2 in directing de novo TE methylation remain incompletely understood. Here, we show that MIWI2 associates with TEX15 in foetal gonocytes. TEX15 is predominantly a nuclear protein that is not required for piRNA biogenesis but is essential for piRNA-directed TE de novo methylation and silencing. In summary, TEX15 is an essential executor of mammalian piRNA-directed DNA methylation.

## Abstract (web summary)

The PIWI protein MIWI2 counteracts transposon activity by transcriptional silencing in the mammalian germline. Here, the authors show that TEX15 interacts with MIWI2 and is required for piRNA-directed methylation of transposable elements in male germ cells.

## Introduction

The mammalian germline is derived from somatic cells during early development which necessitates the erasure and resetting of genomic DNA methylation patterns^1^. In the mouse male germline, the process of de novo DNA methylation occurs in foetal gonocytes during late gestation. Many young active long interspersed nuclear element-1 (LINE1) and intracisternal A-particle (IAP) copies escape the first round of de novo genome methylation^2^. These active TEs are silenced through post-transcriptional and transcriptional silencing mechanisms by PIWI proteins and their associated piRNAs^3^. The PIWI protein MILI (PIWIL2) initiates effector piRNA production through the piRNA-guided endonucleolytic cleavage and destruction of cytoplasmic TE transcripts^4,5^. Effector piRNAs are loaded into the PIWI protein MIWI2 (PIWIL4) that licence its entry to the nucleus and the ribonucleoprotein particle (RNP) is proposed to guide de novo methylation by tethering to nascent TE transcripts and the recruitment of effector proteins^4,6,7^. SPOCD1 was recently identified that links MIWI2 to the de novo methylation machinery^8^ but the full complement of MIWI2 effector proteins remains unknown. Here we show that TEX15 interacts with MIWI2 in foetal gonocytes and is required for piRNA-directed de novo DNA methylation of transposons.

## Results

### TEX15 interacts with MIWI2 in foetal gonocytes

We hypothesised that the tethering of the MIWI2 RNP to the nascent transcript could be used to devise a strategy to enrich for proteins that are required for the execution of nuclear MIWI2 function. We performed immunofluorescence (IF) on thinly cut unfixed foetal testis cryosections. The width of the section is less than the diameter of a gonocyte so the cells are effectively sliced open and material can diffuse into the surrounding solution unless it is anchored through an interaction. The treatment of cryosections with RNase A prior to fixation dramatically reduced MIWI2’s nuclear staining in gonocytes (Fig. 1a). In addition, the inclusion of RNase A during extraction increased MIWI2’s solubilisation in foetal testis lysates (Fig. 1b). We performed immunoprecipitation coupled with quantitative mass spectrometry (IP-MS) of MIWI2 from E16.5 testes extracts with or without RNase A treatment using the fully functional *Miwi2*^*HA*^ allele that encodes an endogenously HA-epitope tagged MIWI2 protein^9^. The addition of RNase A greatly increased the number of MIWI2 interacting proteins (Fig. 1c, d, Supplementary Tables 1 and 2). Among the RNase A-dependent interactions TEX15 immediately struck our attention as a putative executor of nuclear MIWI2 function because it contains a nuclear localisation sequence (Fig. 1e), its expression is restricted to the male germline^10^ as well as being abundantly expressed in foetal gonocytes (Supplementary Fig. 1a); and most importantly *Tex15* deficiency in the mouse leads to the exact same phenotype observed in piRNA pathway or de novo methylation machinery mutants, namely sterility due to early meiotic arrest^11^. Mutations in the human TEX15 are also associated with male infertility^12–17^. Furthermore, the MIWI2-TEX15 interaction was confirmed from the analysis of an independent HA-MIWI2 IP-MS published dataset^8^ where the interaction is observed only in extracts prepared with Benzonase (Supplementary Fig. 1b), a nuclease that is commonly used to solubilise chromatin-bound proteins. *Tex15* encodes a large protein encompassing 3059 amino acids of unknown molecular function that contains a DUF3715 and two TEX15 domains (Fig. 1e). We generated a fully functional C-terminal HA epitope tagged *Tex15* (*Tex15*^*HA*^) allele (Supplementary Fig. 2a–c) and found that TEX15 expression in foetal testis is restricted to germ cells where it is predominantly localised to the nucleus (Fig. 1f).

**Fig. 1:**
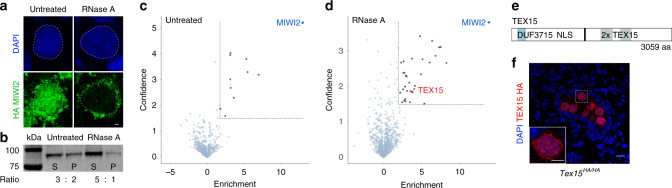
MIWI2 interacts with TEX15 in gonocytes undergoing de novo genome methylation. **a** HA stained *Miwi2*^*HA/+*^ E16.5 testes section untreated or treated with RNase A (*n* = 3). DNA stained with DAPI. Scale bar 1 µm. **b** Western blot of HA-MIWI2 from pellet (P) and soluble fraction (S) of *Miwi2*^*HA/HA*^ E16.5 testis lysates prepared with or without RNase A (*n* = 3). The ratio of HA-MIWI2 in the soluble and pellet fractions is shown, samples were processed in parallel and ratio between S and P acts as internal control. **c**, **d** Volcano plots showing enrichment (log_2_(mean LFQ ratio HA IP *Miwi2*^*HA/+*^ per control HA IP *Miwi2*^*+/+*^) over statistical confidence (−log_10_(*P* value of two-sided Student’s *t*-test)) of proteins co-immunoprecipitated with HA-MIWI2 from E16.5 testes lysates (**c**) untreated, (**d**) RNase A treated during protein extraction (*n* = 3). Highlighted proteins indicate >4-fold enrichment and significance *P* < 0.05. **e** Schematic representation of TEX15 domains and the nuclear localisation signal (NLS) prediction. **f** HA stained *Tex15*^*HA/HA*^ E16.5 testis section (*n* = 5). DNA stained with DAPI. Scale bar 10 µm. Bottom left panel shows close up of highlighted gonocyte. Scale bar 5 µm.

### TEX15 is required for TE silencing in the male germline

The association of MIWI2 with TEX15, its nuclear localisation in foetal gonocytes and telling phenotype prompted us to explore if *Tex15* is required for TE silencing and de novo DNA methylation. We thus generated a *Tex15* null (*Tex15*^*−*^) allele in the mouse by CRISPR/Cas9-mediated genome editing of exon 5 that encodes the conserved DUF3715 domain (Supplementary Fig. 3a–d). 

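In the GRCm38 build used by the authors, *Tex15* (ENSMUSG00000009628) lies on the plus strand of chromosome 8 from 33516738 to 33585582, a span of 68845 bp. The guide sgRNA-ex5b, with the sequence ACATCCATCACATCGGCCTG, matches the minus strand from 33557272 to 33557291, and the 3 bases that follow the match are AGG. The match lies in a coding exon of 238 bp, from 33557202 to 33557439, which the annotation lists as exon 5 of the transcripts Tex15-202 and Tex15-203. In the shorter transcript Tex15-204 the same exon is exon 6 and ends at 33557342. A cut 3 bases from the AGG would fall between positions 33557274 and 33557275, in codon 126 of these transcripts. The plus strand of the reference from 33557242 to 33557321, 80 bp around the guide, reads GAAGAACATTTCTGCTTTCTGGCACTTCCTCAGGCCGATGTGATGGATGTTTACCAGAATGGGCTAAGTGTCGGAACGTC. The genotyping primers Tex15_ex5-116FW and Tex15_ex5-116RV match positions 33557225 to 33557340, a product of 116 bp in the reference.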

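Gonocytes that carry a *Miwi2* tdTomato reporter allele were sorted from E16.5 foetal testes of *Tex15*+/- controls and *Tex15*-/- foetuses, with 3 libraries per genotype. After depletion of ribosomal RNA, stranded low-input libraries were sequenced as paired-end reads. The authors aligned the reads to the mouse genome and deposited the number of reads counted on each Ensembl gene, without normalisation and without reads that map to several places. They separately mapped the reads to consensus sequences of rodent repeats, with 1 best location per read, and deposited the number of reads on each consensus. Between 4893265 and 5697020 reads per library were counted on genes, with a median of 5446306 in controls and 5381889 in *Tex15*-/- gonocytes. Between 662394 and 1277612 reads per library were counted on TE consensus sequences, with medians of 974608 and 1053380. Genes were compared by edgeR's quasi-likelihood test with TMM normalisation over the 16311 genes left by its filter on low counts, and an adjusted p-value under 0.01, the threshold of Fig. 2f, was taken as a call. TE consensus sequences were compared in the same way, with library sizes taken from the TE counts. Libraries of one genotype differed by more than the sampling noise of their counts, with a chi-square per degree of freedom from 3.17 to 19.8 for genes. Over all genes, the spread between replicates therefore limited the precision more than the depth did. This is a value over all genes, and for genes with few reads the depth limits the precision as well. The counts carry no molecular identifiers.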

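*Tex15* had 8183, 8315 and 9082 reads in the 3 control libraries and 2338, 1267 and 1310 reads in the 3 *Tex15*-/- libraries. As CPM normalised for library size, this was 1613 ± 90.8 (SD, n = 3) in controls and 316 ± 132 (SD, n = 3) in *Tex15*-/- gonocytes. The log2 fold change was −2.35 (standard error 0.229, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the unadjusted p was 6.9e-07. Every *Tex15*-/- library was below every control library (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). Without a filter on low counts the log2 fold change was −2.33 and the adjusted p 2.8e-95, the alternative that moved the adjusted p most. Over all alternatives the log2 fold change lay between −2.74 and −2.17, and the adjusted p between 2.8e-95 and 0.256. The adjusted p was also under 0.01 with at least 10 counts required in every library (0.0080), with edgeR's newer quasi-likelihood estimate (0.00516), with DESeq2 (6.8e-08), without *Tex15*-/- replicate 1 (2.1e-09) and without *Tex15*-/- replicate 2 (3.2e-06). *Actb* (ENSMUSG00000029580) had 637 ± 43.7 CPM (SD, n = 3) in controls and 810 ± 200 (SD, n = 3) in *Tex15*-/- gonocytes, and the 2 groups overlapped. Its log2 fold change was 0.35 (standard error 0.153, adjusted p = 0.535 from the same test). Leaving out *Tex15*-/- replicate 2 lowered it to 0.16, and leaving out *Tex15*-/- replicate 1 raised it to 0.53 with an adjusted p of 0.0093, where the alternatives gave adjusted p-values from 0.0093 to 0.949.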

The modified allele contains a 70 bp insertion in exon 5 that introduces in frame stop codons and should result in nonsense-mediated decay, and indeed a dramatic reduction of the *Tex15* transcript is observed in *Tex15*^*−/−*^ E16.5 foetal gonocytes (Supplementary Fig. 3e). In addition, the residual mutant transcript would encode a highly truncated TEX15 polypeptide encompassing the first 136 amino acids lacking any of its conserved domains. Most importantly, homozygosity of our *Tex15*^−^ allele fully recapitulated the published *Tex15*-deficent phenotype of male sterility, meiotic arrest coupled with extensive DNA damage and apoptosis^11^ (Fig. 2a–c, Supplementary Fig. 3f–i). TEX15 is required for both LINE1 and IAP silencing in the adult testis (Fig. 2d, e). To explore the full repertoire of TEs regulated by TEX15, we performed RNA-seq from post-natal day 20 (P20) mouse testes and found many TE families deregulated (Supplementary Fig. 4a, Supplementary Table 3). 

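For the P20 RNA-seq, the authors made directional libraries of whole testis RNA, mapped single-end reads to the consensus sequences of rodent repeats, and deposited the number of reads on each consensus, without normalisation. The 3 *Tex15*-/- libraries hold 364477, 338254 and 397378 such reads, on 299, 298 and 300 of the 328 names in the table. The P20 libraries of control and *Miwi2*-/- testes were not analysed here, so the values below are the share of TE-mapped reads that each family takes in *Tex15*-/- testes and not a fold change. The 10 LINEs of Fig. 2f took 51.5% ± 3.43 (SD, n = 3) of the reads and the 10 ERVKs took 21.8% ± 1.76 (SD, n = 3), which makes 73.3% ± 1.68 for the 20 families. With satellites, SINEs and other repeats left out, which held 5.69% of the reads, the 20 families took 77.7%, the alternative that moved this value most. L1MdTf_I with 14.1% ± 0.804 and L1MdTf_II with 13.9% ± 0.759 (SD, n = 3) were the largest in the table. The largest ERVK was IAPEZI with 8.03% ± 0.549, followed by MMERVK10C with 5.04% ± 0.566 and IAPLTR1a_I_MM with 4.62% ± 0.268 (SD, n = 3). ERVB4_1B-I_MM took 3.26% and 3.13% in replicates 1 and 2 but 1.79% in replicate 3. The smallest of the 20 was IAPEY4_LTR with 0.040% ± 0.011 (SD, n = 3). Since each read was placed at 1 best location, reads shared by near-identical consensus sequences could be split among them, and the shares of single L1Md and IAP names carry that uncertainty.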

Importantly, we found that precisely the same families of TEs are deregulated in *Tex15*^*−/−*^ and *Miwi2*^*−/−*^ testes^8^ (Fig. 2f, Supplementary Fig. 4b). RNA-seq revealed that many of the TEs deregulated in P20 *Tex15*^*−/−*^ and *Miwi2*^*−/−*^ testes are also deregulated in *Tex15*^*−/−*^ E16.5 foetal gonocytes (Fig. 2f) which demonstrates a function for TEX15 in the foetal piRNA-pathway.

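Of 301 TE consensus sequences tested in E16.5 gonocytes, 23 passed the threshold, 21 of them higher and 2 lower in *Tex15*-/- gonocytes. Of the 20 LINEs and ERVKs of Fig. 2f, 12 passed it, all of them higher, and 17 had an unadjusted p under 0.05. The alternative that moved this number most took the library sizes and the TMM factors from the gene counts of the same libraries, under which 0 of the 20 families passed and 5 had an unadjusted p under 0.05. This scaling shifted the median log2 fold change of all TE consensus sequences by −0.31, and total TE counts without TMM factors shifted it by −0.37. The fold changes from the TE counts are therefore relative to the typical TE consensus. Without TMM factors, 7 of the 20 families passed, and over the 301 consensus sequences 7 were higher and 9 lower in place of 21 and 2.
IAPEZI had 22120 ± 2111 CPM of the TE counts (SD, n = 3) in controls and 66259 ± 14566 (SD, n = 3) in *Tex15*-/- gonocytes, a log2 fold change of 1.58 (standard error 0.145, adjusted p = 1.2e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As CPM of the gene counts it had 4333, 4575 and 5210 in controls and 15243, 5329 and 14192 in *Tex15*-/- libraries, with a log2 fold change of 1.30 and an adjusted p of 0.0467 (range over its alternatives 1.1e-19 to 0.0467). The ERVKs past the threshold ran from MMERVK10C, with a log2 fold change of 0.72, to IAPA_MM with 1.66, and also held RLTR1IAP_MM (1.44), ERVB4_1B-I_MM (1.31), IAPLTR1a_I_MM (1.23) and IAPLTR1_Mm (1.06). ERVB4_1B-I_MM fell short of the threshold under 8 of its 14 alternatives, among them DESeq2 (adjusted p = 0.0515, range over its alternatives 5.5e-07 to 0.827), and had 576.4 CPM in *Tex15*-/- replicate 1 against 572.9 in control replicate 1. MMERVK10C fell short under 7, with a log2 fold change of 0.44 without *Tex15*-/- replicate 3. The LINEs past it ran from L1MdTf_III, with 0.58, over L1MdTf_II (0.83), L1MdTf_I (0.86) and L1Md_Gf_5end (0.91) to L1MdGf_I, with 1.15 (standard error 0.146, adjusted p = 2.0e-06 from the same test), and L1MdTf_III fell short under 7 of its 14 alternatives. Under the gene count scaling these 12 families stayed higher but none passed. On that scale all 12 were above every control in *Tex15*-/- replicate 1. In *Tex15*-/- replicate 2 some were below the controls, such as MMERVK10C, with 1926 CPM of the gene counts against 2716 to 3548. The log2 fold changes of L1MdA_I, L1_MM, L1MdA_II and L1MdA_III were 0.13, 0.14, 0.17 and 0.28, with adjusted p-values from 0.211 to 0.596, and turned negative, between −0.25 and −0.078, under the gene counts and without TMM factors. L1MdGf_II had 0.34 (adjusted p = 0.099) and −0.039 without TMM factors, but passed the threshold without *Tex15*-/- replicate 1 (0.40). IAP5-Mm_I (0.61, adjusted p = 0.0128), IAPEY5_I (0.48, adjusted p = 0.068) and IAPEY4_LTR (1.14, adjusted p = 0.0170) were higher but not past the threshold. IAP5-Mm_I passed it with DESeq2 (adjusted p = 0.00266, range over its alternatives 0.00246 to 0.849), with edgeR's newer estimate, chosen after the data were seen, and without *Tex15*-/- replicate 1. IAPEY5_I fell to 0.29 without *Tex15*-/- replicate 3 and passed the threshold without *Tex15*-/- replicate 1. The groups of IAPEY4_LTR overlapped, and it fell to 0.60 without *Tex15*-/- replicate 2 but passed the threshold with the replicate block, without control replicate 1 and without *Tex15*-/- replicate 1.
Outside Fig. 2f, the largest changes were those of IAPEY4_I, with a log2 fold change of 1.19 that fell short of the threshold under 8 of 14 alternatives, of RLTR4I_MM, with 1.03, and of the satellite GSAT_MM, which, in mice of a mixed genetic background, was lower in *Tex15*-/- gonocytes (−2.52, standard error 0.219, adjusted p = 7.7e-09 from the same test) and stayed so under every alternative (−2.88 to −2.27). The other consensus past the threshold and lower was the satellite SATMIN (−0.97), which was named after its value was seen. The number of TE consensus sequences past the threshold was 8 without control replicate 2, 10 without control replicate 3, 13 without *Tex15*-/- replicate 3 and 52 without *Tex15*-/- replicate 1. Among the 20 families of Fig. 2f it ranged from 6, without control replicate 2, to 16, without *Tex15*-/- replicate 1. From TEs deregulated in P20 testes that are also deregulated in E16.5 gonocytes, the paper concludes that TEX15 functions in the foetal piRNA pathway.

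**Figure D1:**
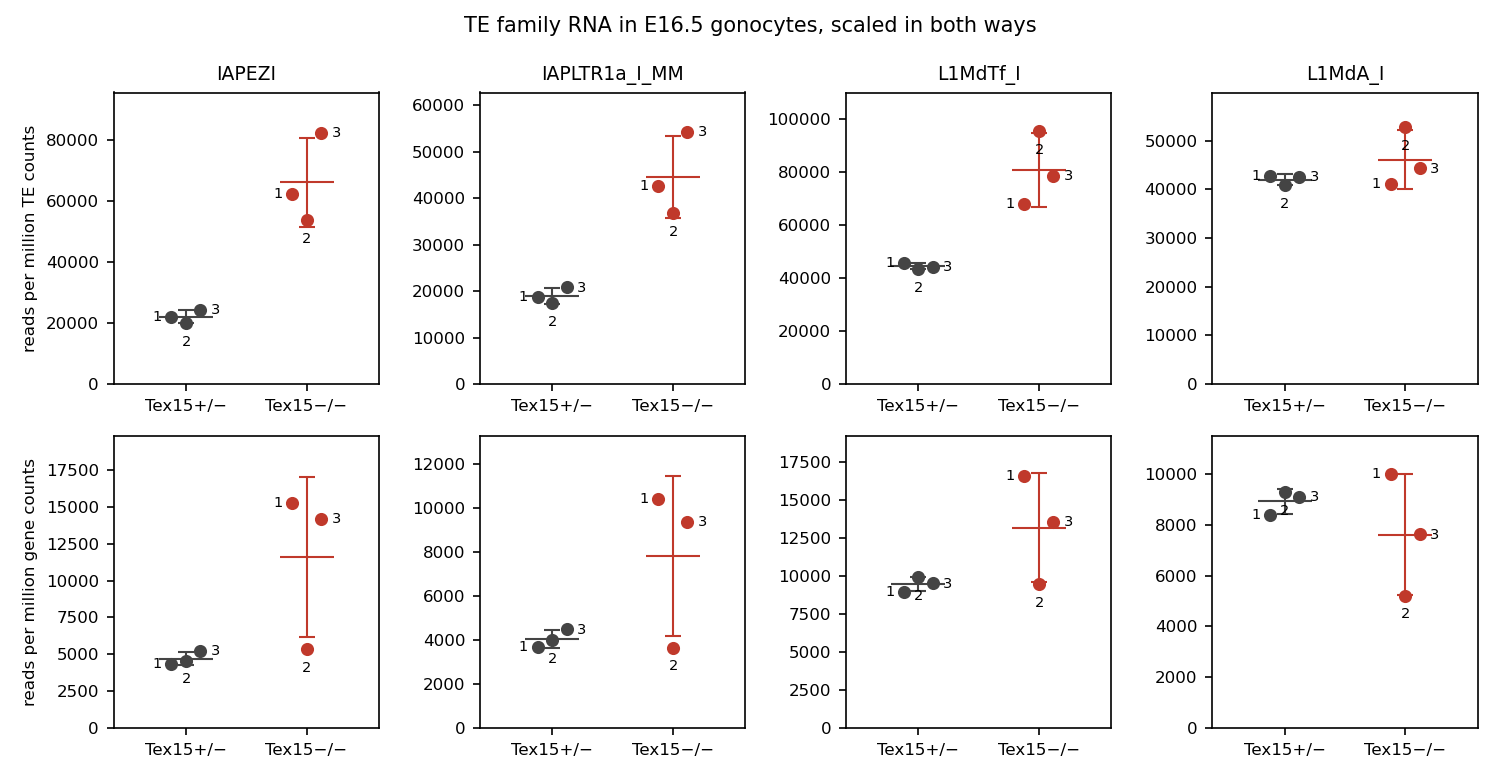
Reads of IAPEZI, IAPLTR1a_I_MM, L1MdTf_I and L1MdA_I in each E16.5 gonocyte library, as CPM of the TE counts (top) and of the gene counts (bottom), with dots labelled by replicate and lines for the mean ± SD of 3 libraries. On the TE scale the *Tex15*-/- libraries of IAPEZI lie between 53910 and 82323, above the control libraries at 20033 to 24254, and on the gene scale *Tex15*-/- replicate 2 lies at 5329, next to the highest control at 5210.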

**Fig. 2:**
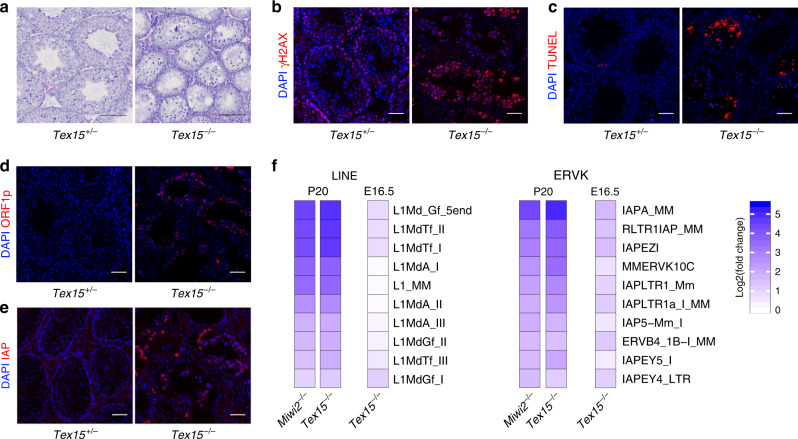
TEX15 is required for TE silencing. **a** Representative images of testis sections from adult *Tex15*^*+/−*^ and *Tex15*^*−/−*^ mice stained with PAS and Haematoxylin (*n* = 3). Scale bar 50 µm. **b**, **c** Representative images of testis sections of (*n* = 3) adult *Tex15*^*+/−*^ and *Tex15*^*−/−*^ mice stained for (**b**) γH2AX showing DNA damage response or (**c**) TUNEL visualising apoptotic cells. DNA stained with DAPI. Scale bar 50 µm. **d**, **e** Adult *Tex15*^*+/−*^ and *Tex15*^*−/−*^ testis sections (*n* = 3) stained for (**d**) LINE1 ORF1p or (**e**) IAP-GAG protein. DNA stained with DAPI. Scale bar 50 µm. **f** Heat map from P20 testes and E16.5 gonocytes RNA-seq as indicated showing fold change of the ten most upregulated LINEs and ERVKs in *Tex15*^*−/−*^ and *Miwi2*^*−/−*^ P20 testis compared to control (*n* = 3). *P* < 0.01, Benjamini–Hochberg adjusted two-sided Wald test.

### TEX15 is not required for piRNA biogenesis

The dependency of young active TE silencing on TEX15 could indicate that TEX15 is required for execution of nuclear MIWI2 function or piRNA biogenesis amplification and loading; as the phenotypic outcome is identical in both scenarios. 

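Small RNA was isolated from E16.5 foetal testes of *Tex15*+/- controls and *Tex15*-/- foetuses, with 3 libraries per genotype, size-selected and sequenced as single-end reads. The authors removed adaptors, collapsed identical reads, annotated each sequence to microRNAs, other non-coding RNAs, TEs with up to 3 mismatches, or genes, and deposited the number of reads with each sequence, without normalisation. Rows that repeat a sequence for several annotations were reduced to distinct sequences. The libraries hold between 11184854 and 20873463 reads of 18–32 nt, apart from control replicate 2 with 83102785. Reads of 25–30 nt were taken as piRNAs, as in the paper, and between 2699248 and 29824310 of them per library had one of the annotation classes of Fig. 3b. Each measure is 1 value per library, compared by a two-sided exact permutation test, for which 3 libraries against 3 cannot give a p under 0.10. The spread between libraries, and not the number of reads, set the precision, and the reads carry no molecular identifiers.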

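Reads of 25–30 nt made up 34.9%, 36.7% and 36.4% of the 18–32 nt reads in controls and 35.8%, 24.7% and 32.3% in *Tex15*-/- testes, with means of 36.0% ± 0.948 and 31.0% ± 5.66 (SD, n = 3, exact permutation p = 0.20). The alternative that moved the difference of −5.06 percentage points most was to leave out *Tex15*-/- replicate 2, which reduced it to −1.95. Reads of 22 nt made up 30.3% ± 0.555 in controls and 34.2% ± 3.99 in *Tex15*-/- testes (SD, n = 3, exact permutation p = 0.20), a difference of 3.88 points that was 1.66 without *Tex15*-/- replicate 2 and 0.985 with each distinct sequence counted once, the alternative that moved it most. The most frequent piRNA length was 27 nt in every library. Over the 15 lengths from 18 to 32 nt, the smallest exact permutation p was 0.10, at 29 nt, and 0.375 after Benjamini-Hochberg adjustment.
Among the 8 annotation classes of piRNAs, IAPs took 13.4%, 11.8% and 10.0% of the reads in controls and 22.4%, 24.4% and 22.8% in *Tex15*-/- testes. The means of 11.7% ± 1.72 and 23.2% ± 1.06 (SD, n = 3) differ by more than the spread between libraries, with all 3 *Tex15*-/- libraries above every control (exact permutation p = 0.10, adjusted p = 0.16 over the 8 classes). The alternative that moved this difference of 11.4 points most counted each distinct sequence once, which gave 6.60 points. Other LTR elements took 23.4% ± 0.370 and 18.8% ± 4.43, a difference of −4.64 points that was −2.19 without *Tex15*-/- replicate 2 and −7.62 with only TE-annotated reads as the denominator. SINEs took 6.11% ± 0.478 and 3.25% ± 0.522, and reads on no recorded element 9.29% ± 0.446 and 5.45% ± 0.601 (SD, n = 3). In these 3 classes and in the class nrRNA of Fig. 3b (2.35% and 1.21%), all 3 *Tex15*-/- libraries were below every control, with the same p-values. The nrRNA difference of −1.14 points was −0.716 without control replicate 3 and −0.276 with each distinct sequence counted once (1.09% and 0.816%), the alternative that moved it most. LINEs took 34.6% ± 2.01 and 34.9% ± 2.75 (SD, n = 3, exact permutation p = 0.90), and this difference of 0.337 points became −2.02 with only TE-annotated reads as the denominator. With each distinct sequence counted once, the alternative that moved it most, LINEs took 24.6% and 29.3%, a difference of 4.66 points (exact permutation p = 0.10). Genes took 9.69% and 9.49% (exact permutation p = 1.00), with a difference of −0.193 points that became 0.897 without *Tex15*-/- replicate 1 and −2.13 without *Tex15*-/- replicate 2. Non-coding RNAs took 2.80% and 3.69% (exact permutation p = 0.50), a difference of 0.895 points that was 0.090 without *Tex15*-/- replicate 2.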

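A U at position 1 was found in 71.6% ± 1.15 of piRNA reads in controls and 70.9% ± 0.640 in *Tex15*-/- testes (SD, n = 3, exact permutation p = 0.40), and an A at position 10 in 39.4% ± 1.37 and 39.2% ± 3.65 (exact permutation p = 1.00). The alternative that moved the first difference of −0.678 points most counted distinct sequences once and gave −1.56, and the second, of −0.229 points, became 1.88 without *Tex15*-/- replicate 2. Among L1Md_T piRNAs, the shares with U at position 1 were 66.6% and 67.7% and those with A at position 10 were 52.0% and 50.4%. The latter were 51.8%, 52.4% and 52.0% in controls and 51.2%, 48.5% and 51.6% in *Tex15*-/- testes, all 3 below every control (exact permutation p = 0.10), and the difference of −1.64 points was −0.564 with each distinct sequence counted once and −0.657 without *Tex15*-/- replicate 2. Among IAPEz-int piRNAs they were 68.5% and 69.8% for U at position 1, and 49.4% and 48.8% for A at position 10. Ping-pong pairs were counted on 1 genomic copy of each element, the one in GRCm38.p6 that piRNA sequences matched most, since the consensus sequences were not used here. The copy of L1Md_T lies on chromosome 19 from 11216751 to 11224250, and that of IAPEz on chromosome 5 from 16284751 to 16292250. Of the reads of each element, 54.9% in controls and 57.6% in *Tex15*-/- testes mapped to the L1Md_T copy, and 84.9% and 85.7% to the IAPEz copy. On L1Md_T, 22.0%, 12.4% and 11.2% of opposite-strand pairs with overlaps of 1 to 30 nt overlapped by 10 nt in controls, and 15.0%, 15.3% and 13.2% in *Tex15*-/- testes (exact permutation p = 1.00). The difference of −0.676 points became 2.71 without control replicate 1, the alternative that moved it most. On IAPEz-int the shares were 22.5%, 22.8% and 21.5% in controls and 16.1%, 20.6% and 18.4% in *Tex15*-/- testes, all 3 below every control (exact permutation p = 0.10). This difference of −3.88 points was −0.482 with each distinct sequence counted once. An overlap of 10 nt was the most frequent one apart from control replicate 3 on L1Md_T, where another overlap had 14.9%, and *Tex15*-/- replicate 1 on IAPEz-int, where another had 16.3%.
Of piRNA reads annotated to TEs, L1Md_T took 11.8% ± 0.662 in controls and 12.6% ± 1.41 in *Tex15*-/- testes (SD, n = 3, exact permutation p = 0.40). IAPEz-int took 8.81%, 6.83% and 5.79% in controls and 17.8%, 22.5% and 18.7% in *Tex15*-/- testes (exact permutation p = 0.10). Over 749 TE names, edgeR's quasi-likelihood test called 1, IAPA_MM-int, which was higher in *Tex15*-/- testes (log2 fold change 3.24, standard error 0.251, adjusted p = 0.0040, range over its alternatives 1.0e-29 to 0.0531), and 178 had an unadjusted p under 0.05. The count was 25 without *Tex15*-/- replicate 2, 2 without *Tex15*-/- replicate 3 and 0 without any one of the other libraries. With all 18–32 nt reads as library size, the alternative that moved this count most, 4 names were called higher and 372 lower, and the median log2 fold change of all names shifted by −1.0. IAPEz-int had a log2 fold change of 2.31 (adjusted p = 0.0113 from the same test) relative to the typical TE name, and 1.31 with all 18–32 nt reads as library size. The paper used these libraries to tell a role of TEX15 in piRNA biogenesis, amplification and loading from a role in nuclear MIWI2 function.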

Sequencing small RNA from *Tex15*^*+/−*^ and *Tex15*^*−/−*^ E16.5 foetal testes did not reveal any major impact of *Tex15-*deficiency on small RNA length distribution (Fig. 3a), annotation of mapped piRNAs (Fig. 3b), piRNA amplification (Supplementary Fig. 4c, d) or piRNAs mapping to TEs (Supplementary Fig. 4e). The loss of piRNA biogenesis, amplification or loading results in the pronounced reduction of MIWI2’s nuclear localisation^4,9,18^. Thus, the normal localisation of MIWI2 in the absence of *Tex15* (Fig. 3c) corroborates the fact that TEX15 is not required for piRNA processing. 

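Of the 16311 genes tested in E16.5 gonocytes, 0 passed the threshold and 1501 had an unadjusted p under 0.05. The alternative that moved this count most was to test genes without a filter on low counts, which called 488, 445 of them higher and 43 lower in *Tex15*-/- gonocytes. Leaving out *Tex15*-/- replicate 1 gave 388 calls, 296 higher and 92 lower, leaving out *Tex15*-/- replicate 2 gave 5 and leaving out control replicate 1 gave 1. The fits that left out control replicate 2, control replicate 3 or *Tex15*-/- replicate 3 gave 0, with 912, 861 and 1159 genes at an unadjusted p under 0.05. DESeq2, the tool of the paper, called 14 genes, 10 higher and 4 lower, and between 7 and 10 when one library was left out, apart from 560 without *Tex15*-/- replicate 1. The genes it called are named here after their values were seen. Besides *Tex15*, those lower were *Gm10800*, *Gm10801* and *Gm21738*. *Gm10800* had 1370, 950 and 1490 reads in controls and 306, 158 and 111 in *Tex15*-/- libraries, a log2 fold change of −2.69 (standard error 0.315, adjusted p = 0.0307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Those higher were *Rspry1*, *Polr1a*, *Mrc1*, *Cd93*, *Etl4*, *Tlnrd1*, *Thbd*, *Hmgn5*, *Ldb2* and *Maf*. *Rspry1* had 123, 137 and 140 reads in controls and 305, 298 and 290 in *Tex15*-/- libraries (log2 fold change 1.17, standard error 0.141, adjusted p = 0.0307 from the same test). *Cd93* had 4, 2 and 5 reads in controls and 26, 165 and 32 in *Tex15*-/- libraries, and *Thbd* 14, 11 and 20 in controls and 36, 203 and 72 in *Tex15*-/- libraries, with the most reads in *Tex15*-/- replicate 2. That library also had the highest sum of marker genes of interstitial cells, 2228 CPM against 139 to 155 in controls.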

RNA-seq from E16.5 foetal gonocytes excludes the possibility that TEX15 may function as a transcription factor required for gene expression, as a total of only 13 genes exhibited altered expression levels in the absence of *Tex15*. With the exception of *Tex15*, none of the subtly deregulated genes are associated with the de novo methylation or piRNA pathways (Supplementary Fig. 4f, Supplementary Table 4). 

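A list of 39 names of piRNA pathway and de novo methylation genes was tested in the E16.5 gonocyte libraries, of which 37 were found in the annotation and passed the filter on low counts. Their median log2 fold change was 0.018, with a range from −0.79 for *Tdrd12* to 0.47 for *Uhrf1*. As a set they did not differ from the other genes (camera of limma with voom weights, two-sided, p = 0.912), nor under fry (p = 0.729) or with an estimated correlation (p = 0.935). No gene had an adjusted p under 0.05, that is 0 over all genes tested and 0 adjusted over the list alone, where the smallest was 0.062. An unadjusted p under 0.05 was found for 3 of them, *Tdrd12*, *Trim28* and *Pnldc1*, which, like *Uhrf1*, are named after their values were seen. *Tdrd12* had a standard error of 0.190 and an adjusted p of 0.460 from edgeR's quasi-likelihood test. The groups did not overlap for 6 of the 37 genes, where chance gives 10% with 3 libraries against 3.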

In summary, these data do not support a role for TEX15 being a piRNA biogenesis nor a transcription factor.

**Fig. 3:**
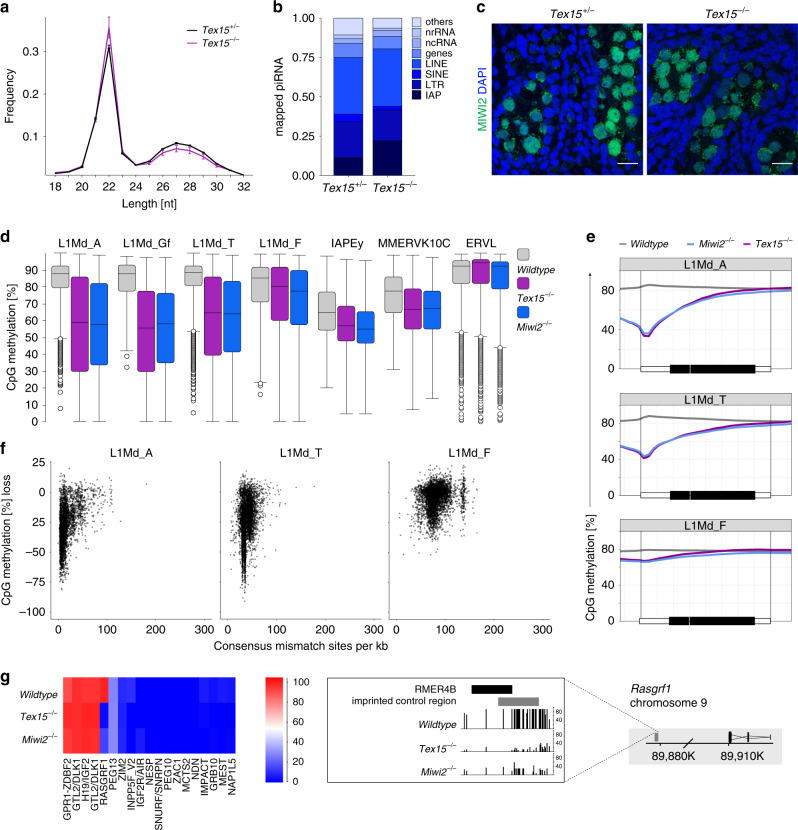
TEX15 is essential for piRNA-directed de novo genome methylation. **a**, **b** piRNAs analysis of *Tex15*^*+/−*^ and *Tex15*^*−/−*^ from small RNA sequenced E16.5 testes (*n* = 3). **a** Length distribution of small RNAs, data shows mean and s.e.m. *P* = 1, two sample *t*-test, Bonferroni adjustment. **b** piRNA annotation. **c** Representative images of MIWI2 stained E16.5 testis sections from *Tex15*^*+/−*^ and *Tex15*^*−/−*^ mice (*n* = 3). Scale bar 10 µm. **d**–**g** Genomic CpG methylation analysis from *Wildtype*, *Tex15*^*−/−*^ and *Miwi2*^*−/−*^ (*n* = 3) P14 undifferentiated spermatogonia. **d** CpG methylation percentage of TEs (non-overlapping genes). Box range indicates 25th to 75th percentile (interquantile range), line the median, whiskers range of median ± 2 interquantile range, dots datapoints outside this range. **e** Metaplots showing mean CpG methylation over LINE1 elements and adjacent 2 kb. **f** CpG methylation loss in *Tex15*^*−/−*^ relative to *Wildtype* plotted against divergence from consensus sequence. **g** Mean CpG methylation level of maternal and paternal imprinted regions, *Rasgrf1* shown in detail.

### TEX15 is required for piRNA directed de novo DNA methylation

The demonstration that TEX15 interacts with MIWI2, localises to the nucleus and is not required for piRNA processing collectively indicates that TEX15 could be required for MIWI2-directed TE methylation. We therefore isolated genomic DNA from *Tex15*^*−/−*^ P14 spermatogonia and performed whole genome methylation sequencing (Methyl-seq) that we compared to *Wildtype* and *Miwi2*^*−/−*^ P14 spermatogonia methylomes^8^ generated using the same technique. As is the case for *Miwi2*-deficiency, no major changes in methylation of *Tex15*^*−/−*^ spermatogonia were observed in genic, intergenic, CpG island, promoter regions or a conglomerate of all genomic transposons (Supplementary Fig. 5a). However, the young LINE1 families regulated by the piRNA pathway represented by L1Md_A, L1Md_T or L1Md_Gf as well as IAPEy and MMERVK10C failed to be fully methylated in *Tex15*^*−/−*^ spermatogonia (Fig. 3d). Methylation specifically at TE promotor elements and in young TEs is a hallmark of piRNA-directed methylation^2,8,19^ and DNMT3C, which has a specialised function in germline de novo TE methylation^20,21^. Metaplot analysis revealed defective de novo methylation specifically at TE promotor elements in *Tex15*^*−/−*^ spermatogonia of young LINE1 families exemplified by L1Md_T and L1Md_Gf compared to the older L1Md_F; as observed in *Miwi2*^*−/−*^ spermatogonia (Fig. 3e, Supplementary Fig. 5b). Furthermore, the loss of methylation was especially evident in young elements within the respective families (Fig. 3f, Supplementary Fig. 5c). Finally, MIWI2 function is essential for the de novo methylation of a single imprinted locus, *Rasgrf1*^22^. Consistently, *Rasgrf1* methylation alone requires TEX15 function among imprinted loci (Fig. 3g).

## Discussion

A very recent study identified TEX15 as a regulator of TE silencing and connected TEX15 to MILI during spermatogenesis^23^. Here, we show that TEX15 interacts with MIWI2 in foetal gonocytes that are undergoing de novo DNA methylation thus directly link TEX15 to the process of piRNA-directed DNA methylation. Interestingly, the detection of the MIWI2–TEX15 interaction is dependent upon using either RNase A or Benzonase in the protein extraction procedure which likely indicates that the association is occurring in the context of chromatin. The localisation of MIWI2 to the nucleus coupled with normal piRNA biogenesis in the absence of TEX15 also clearly demonstrates that TEX15 is required for MIWI2’s nuclear function. Indeed, we unequivocally show that TEX15 is required for de novo DNA methylation of precisely the same TEs that are regulated by the MIWI2-piRNA pathway. Interestingly, TEX15 was not found to interact with SPOCD1 in foetal gonocytes^8^, which places a function for TEX15 upstream or in parallel to SPOCD1 in the recruitment of the de novo methylation machinery. The DUF3715 domain of TEX15 is found in two other proteins, TASOR (FAM208A) and TASOR2 (FAM208B), of which TASOR is a critical component of the HUSH complex that mediates TE silencing in somatic cells^24–26^. TASOR functions through the recruitment of MORC2 that stimulates the deposition of the repressive heterochromatin associated H3K9me3 mark^25,27^. MORC1 is an orthologue of MORC2 expressed in the developing male germline and essential for de novo methylation of young active TEs^28^. It is tempting to speculate that TEX15 may contribute to transcriptional TE silencing, possibly through H3K9me3. Indeed, transcriptional TE silencing is likely a prerequisite for de novo methylation as DNMT3L, a key component of the de novo methylation machinery, cannot interact with the transcriptionally active H3K4me3-modified chromatin^29^. In conclusion, we have identified TEX15 as an essential executor of piRNA-directed DNA methylation whose future study holds great promise in unravelling the molecular mechanisms underpinning this epigenetic event that is essential for the immortality of the germline.

## Methods

### Mouse strains and experimentation

The *Miwi2*^*HA*^ allele^9^ and *Miwi2*^*tdTomato*^ (*Miwi2*^*tdTom*^) allele^30^ have been previously generated in the O’Carroll laboratory and were kept on a C57BL/6N genetic background. Mouse alleles *Tex15*^−^ and *Tex15*^*HA*^ were generated using CRISPR/Cas9 gene editing technology^31,32^. For *Tex15*^*−*^ a single sgRNA (sgRNA-ex5b 5′-ACATCCATCACATCGGCCTG-3′) was injected together with CAS9 mRNA. For *Tex15*^*HA*^ a single sgRNA (sgRNA-C2 5′-AACAGAATCCGTTTCTACGA-3′) and a 194 bp single stranded DNA donor with 71 and 70 bp left and right homology arms respectively and a PAM site mutation (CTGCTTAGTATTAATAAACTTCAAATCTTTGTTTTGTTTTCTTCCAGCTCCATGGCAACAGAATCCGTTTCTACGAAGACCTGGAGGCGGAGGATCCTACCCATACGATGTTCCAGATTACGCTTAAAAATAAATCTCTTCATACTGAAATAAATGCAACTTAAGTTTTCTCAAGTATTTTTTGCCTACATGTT) were injected with Cas9 mRNA. Injections were performed on fertilised B6CBAF1/Crl (F_1_ progeny of cross between C57BL/6J and CBA/CaCrl) one-cell stage zygotes. F_0_ offspring for each line was screened for the desired allele by polymerase chain reaction (PCR) and Sanger sequencing. All lines descend from one founder animal, back crossed at least twice to a C57BL/6N genetic background resulting in a mixed B6CBAF1/Crl, C57BL/6N genetic background in the analysed mice. Primers used for screening and genotyping for *Tex15*^−^ mice were Tex15_ex5-116FW 5′-GACACAGCAGAGAACTGGAAGA-3′ and Tex15_ex5-116RV 5′-CCCAAGTATTCTCAGTGGGGAC-3′, for Tex15HA mice Tex15-C-HA-FW1 5′-TTTGCTGATGAATGGGCTTTGG-3′ and Tex15-C-HA-RV1 5′-ACAAGCCTCTTTATAACTGCATGG-3′. Genotyping of *Miwi2*^*HA*^ mice was done using the following primers: M2_ex1_Fw2 5′-ACAGCCACACCGTCTCTTTT-3′ and M2_int1-2_Rv 5′-CAGGATAGCCAAAGGAAGGA-3′, for *Miwi2*^*TdTom*^ mice Miwi2Tom-GenoF1 5′-TACTCCCAAACTCCGAGTCAC-3′, Miwi2Tom-GenoR1 5′-GTGCCTATCAGAAACGCAAGA-3′ and Miwi2Tom-GenoR2 5′-CTCCTAGCCAGAGTGCCTTTT-3′ were used. Foetal testes used in IP-MS were collected from *Miwi2*^*HA*^, back-crossed twice to an Hsd:ICR (CD1) outbred genetic background (*Miwi2*^*HA*^.CD1). Animals were mated and plugged females were separated from studs with the day of plug counted as E0.5. Testes for IP-MS experiments were collected at E16.5 from matings of *Miwi2*^*HA/HA*^ studs to *Miwi2*^*HA/HA*^ or Hsd:ICR (CD1) *Wildtype* females or from matings of Hsd:ICR (CD1) *Wildtype* studs to Hsd:ICR (CD1) *Wildtype* females. Male fertility was assessed by mating *Tex15*^*+/−*^ or *Tex15*^*−/−*^ studs to C57BL6/6N *Wildtype* females counting the number of embryos at E16.5. Animals were housed in open top (m3) or IVC-M cages with a 12 h light/12 h dark cycle at 19–23 °C and 30–70% humidity. Ethical approval for the mouse experimentation has been given by the University of Edinburgh’s Animal Welfare and Ethical Review Body and the work was done under license from the United Kingdom’s Home Office.

### Immunofluorescence

IF of HA-MIWI2 was performed on unfixed, freshly cut 8 µm cryo-sections of *Miwi2*^*HA/+*^ E16.5 foetal testes untreated or treated with 25 µg ml^−1^ RNase A (Sigma Aldrich) in phosphate-buffered saline (PBS) for 10 min at room temperature, followed by three 5 min washes with PBS and subsequent fixation with 3.7% formaldehyde in PBS for 10 min, followed by 2 washes with PBS and permeabilization in 0.1% Triton X-100 in PBS for 10 min. Sections were blocked for 30 min at room temperature in 10% normal donkey serum (Sigma), 1% bovine serum albumin (Sigma) and 0.1 M glycine (Sigma). Primary anti-MIWI2 (Ramesh Pillai lab, 1:200) was incubated overnight at 4 °C in blocking solution, donkey anti-rabbit Alexa Fluor 488 secondary antibody (Invitrogen) was used 1:1000 and incubated for 1 h at room temperature in blocking solution. DAPI (5 µg ml^−1^) was used as counter stain. Samples were mounted with Prolong Gold (Invitrogen).

IF using anti-MIWI2 (Ramesh Pillai lab, 1:500), anti-LINE1-ORF1p (O’Carroll lab, 1:500), anti-IAP-GAG (Bryan Cullen lab, 1:500) and anti-γH2AX (IHC-00059, Bethyl Laboratories, 1:500) was performed on freshly cut 6-µm sections of OCT embedded testes^9^. Fixation, permeabilization, blocking, antibody incubation and embedding as described above. DAPI (1 µg ml^−1^) was used as counter stain. Alexa Fluor (488, 568 or 647, Invitrogen) donkey anti-rabbit or donkey anti-mouse secondary antibodies (1:1000) were used in this study. Terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL assay) was performed on paraformaldehyde (PFA) fixed paraffin embedded sections deparaffinized using 100% Xylene and a series of graded alcohols (descending 100–70%). Sections were treated with proteinase K (10 µg ml^−1^ in 10 mM Tris pH 8; Thermo Scientific) and labelled using Click-iT TUNEL assay, Alexa Fluor 647 dye (Invitrogen) according to the manufacturer’s instructions. Sections were then counterstained and embedded as described above.

IF of TEX15-HA from E16.5 foetal testis was performed on PFA fixed paraffin embedded tissues. Isolated E16.5 testes were rinsed with cold PBS and fixed in 2% PFA then transferred into 70% ethanol and paraffin embedded. Tissue sections of 4 µm were cut on a microtome (Leica), dried at 42 °C overnight and deparaffinized using 100% Xylene and a series of graded alcohols (descending 100–70%). For antigen retrieval sections were boiled in HIER solution (1 mM EDTA, 0.05% Tween-20 (Sigma) pH 8) and further treated with 0.4% Triton X-100 in PBS to permeabilize, then blocked for 1 h in blocking solution. Primary antibody (anti-HA (C29F4, Cell Signalling Technologies) 1:300), Alexa Fluor secondary antibody (donkey anti-rabbit 647 (Invitrogen) 1:1000), DAPI counterstain and mounting was done as described above.

Images were acquired on a Zeiss Observer (software Zen Blue), Leica SP8 confocal microscope (software Leica Application Suite X) or Zeiss LSM880 with Airyscan module (software Zen Black). If acquired using the Airyscan module, images were deconvoluted using Airyscan processing in the Zeiss Zen software set to 3D and recommended strength. Images were then processed and analysed with ImageJ (version 2.0.0-rc-65/1.51u).

### Western blotting

Snap frozen E16.5 *Miwi2*^*HA/HA*^ testes were homogenised using a micro-pestle and lysed for 10 min at room temperature in 100 mM KCl, 5 mM MgCl_2_, 0.5% Triton X-100 untreated or treated with RNase A (10 µg ml^−1^; Sigma Aldrich). The lysate was cleared for 10 min at 21,000 rcf, the supernatant taken as the soluble fraction and the pellet resuspended for 5 min at 95 °C with an equal volume of 2% sodium dodecyl sulfate (SDS), 50 mM Tris pH 8. Equal volumes of soluble and pellet fraction were then separated on 4–12% Bis–Tris Polyacrylamide gels (Invitrogen) according to the manufacturer’s instructions. Proteins were transferred onto 0.45 µm nitrocellulose membrane (Amersham, Protran XL), blocked in 3% skimmed milk and stained with primary antibody (anti-HA (C29F4 Cell Signalling Technologies) diluted 1:500 in blocking solution at 4 °C overnight, washed and incubated with Li-COR fluorescent conjugated secondary antibodies (anti-rabbit 800) diluted 1:10,000. Images were acquired and analysed using a Li-COR Odyssey imager. Ratio between soluble and pellet fraction was calculated from signal intensity of each band as measured by Image Studio Lite (version 5.2.5).

### Immuno-precipitation coupled mass-spectrometry (IP-MS)

E16.5 isolated testes were snap frozen in liquid nitrogen. A total of 50 testes per replicate were pooled, lysed and homogenised in 1 ml IP buffer (100 mM KCl, 5 mM MgCl_2_, 0.2% Tergitol NP-40) with complete protease inhibitor EDTA-free (Roche) without or with 25 µg ml^−1^ RNase A (Sigma) using 20 strokes in a glass douncer and incubated 30 min at 4 °C. Lysates were cleared for 5 min at 21,000 rcf and the supernatant incubated with 50 µl cross-linked (20 mM dimethyl-pimelidate in borate buffer pH 9) anti-HA magnetic beads (Pierce) for 30 min at 4 °C. Beads were washed four times in IP buffer followed by two flash washes on the magnet in KCless buffer (5 mM MgCl_2_, 0.1% Triton X-100) and eluted for 15 min at 50 °C in 100 µl 0.5% SDS, 50 mM Tris pH 8.0.

The eluted proteins were Trypsin digested as described^33^ peptides were desalted by STAGE tips^34^, then resuspended in 0.1% trifluoroacetic acid (v/v) and separated using ultra-high resolution nano-flow liquid chromatography nanoLC Ultimate 3000 fitted with an Easyspray (50 cm, 2 µm particles) column for peptide separation coupled to a high resolution/accurate-mass mass-spectrometer Orbitrap Fusion Lumos (Thermo Fisher Scientific). Non-linear gradient (2–40%–95% for 190 min) was used (mobile phase A 0.1% aqueous formic acid, mobile phase B 80% acetonitrile in 0.1% formic acid). MS was operated in data-dependent mode. MS acquisition parameters were the following: cycle time set to 3 s, MS1 scan was performed using Orbitrap resolution 120,000, RF lens 30%, AGC target 4.0e5, maximum injection time 50 ms, detected intensity threshold 5.0e3. MS2 scan was performed using Ion Trap in rapid scan setting with AGC target 2.0e4 and maximum injection time 50 ms. Raw data was processed with Max Quant (version 1.6.1.0) using Label-free quantitation (LFQ) IP-MS pipeline as described^35^ and peptides searched with standard settings against mouse UniProt database (July 2017)^36^. LFQ intensities were imported to Perseus^37^ (version 1.6.0.2) and processed as described^38^ for visualisation.

### Nuclear localisation signal (NLS) prediction

To predict an NLS the entire protein was searched for bipartite NLSs at a cut-off score of 5.0 with cNLS mapper^39^.

### Histology

Tissue was fixed in Bouin’s fixative overnight, washed in 70% ethanol and paraffin embedded. Sections measuring 4 µm were cut on a microtome (Leica) and deparaffinized using 100% Xylene and a series of graded alcohols (descending 100–70%). Periodic-acid-Schiff (PAS) staining was done using a PAS staining kit (TCS Biosciences) according to the manufacturer’s recommendations. Sections were de-hydrated using a reverse series of graded alcohols and Xylene, then mounted with Pertex mounting media (Pioneer Research Chemicals).

### Fluorescence activated cell sorting (FACS)

Gonocytes were FACS purified from control *Tex15*^*+/−*^; *Miwi2*^*tdTom/+*^ and experimental *Tex15*^*−/−*^; *Miwi2*^*tdTom/+*^ E16.5 testes using tdTomato expression as marker of gonocytes^8^. The isolated testes were dissected in a drop of Goni-MEM (DMEM (Life Techonologies) supplemented with penicillin-streptavidin (Life Technologies), NEAA (Life Technologies), sodium pyruvate (Life Technologies) and sodium lactate (Sigma-Aldrich)), transferred into 500 µl Trypsin-EDTA (0.25%, Gibco) and digested for 12 min at 37 °C, shaking. Digestion was stopped by the addition of 20% foetal calf serum (FCS) and 10 µl 5 mg ml^−1^ DNase I (Sigma-Aldrich), incubated 5 min at 37 °C and pelleted for 3 min at 200 rcf. The pellet was again treated with 10 µl DNase I (as above) and the cells resuspended in PBS with 2% FCS by pipetting at least 50 times. A 1 µg ml^−1^ DAPI was added to the cell suspension and tdTomato^+^ cells were sorted on a BD Fusion into PBS at 4 °C (Supplementary Fig. 6a) and snap frozen in liquid nitrogen.

For sorting of P14 CD9^+^ spermatogonia, testes were isolated, dealbulginated and digested with collagenase (0.5 mg ml^−1^, Sigma) for 10 min at 32 °C, shaking in 1 ml Goni-MEM. Seminiferous tubules were centrifuged at 200 rcf for 3 min and further digested in 1 ml Trypsin–EDTA (0.05%, Gibco) for 10 min at 32 °C, shaking. The digestion was stopped by adding 20% FCS. A total of 10 µl 5 mg ml^−1^ DNase I (Sigma-Aldrich) were added and further incubated for 3 min at 32 °C. Cells were blocked with Fc block (anti-CD16/32, clone 93, eBioscience, 1:50) and labelled with anti-CD45 (clone 30-F11, eBioscience, 1:200) and anti-CD51 (clone RMV-7, Biolegend, 1:50) biotin conjugated antibodies and stained with anti-CD9^APC^ (clone eBioKMC8, eBioscience, 1:200), anti-c-Kit^PE-Cy7^ (clone 2B8, eBioscience, 1:1600), streptavidin^V450^ (BD bioscience, 1:250) and 1 μg ml^−1^ DAPI. CD9^+^ cells were sorted into Goni-MEM at 4 °C on a BD Fusion or BD Aria II (Supplementary Fig. 6b) and pelleted for 5 min at 300 rcf and subsequently snap frozen in liquid nitrogen.

### RNA sequencing and analysis

For RNA-seq of FACS-isolated E16.5 gonocytes total RNA was extracted with QIAzol reagent (Qiagen) following the manufacturer’s recommendation. Libraries were prepared with RiboGone and the SMARTer Stranded RNA-seq kit for low input RNA-seq from Clontech and sequenced on a HiSeq 4000 (Illumina) in 75 bp paired-end mode. For RNA-seq from P20 testes total RNA was extracted from one testis with Qiagen RNeasy Mini kit (Qiagen) following the manufacturer’s protocol with the additional on-column DNase treatment. Libraries were prepared with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina using eight PCR amplification cycles and sequenced on a NextSeq 500 (Illumina) in 150 bp singe-end read mode.

Reads were analysed for differentially expressed genes by mapping to GRCm38 genome_tran (release 84) with HISAT2^40^ using the options -no-mixed, -no-discordant, -qc-filter, -trim5 3 and counted with htseq-count^41^ (HTSeq 0.11.1) with the aid of GTF file. Differentially expressed genes were analysed using DESeq2^42^ (1.26.0). For the analysis of differentially expressed retrotransposons adaptor sequences were removed from the reads with cutadapt^43^ (1.8.1) using default settings. Consensus sequences of rodent retrotransposons were retrieved from Repbase^44^ (24.01) and used to map the processed reads using bowtie2^45^ (2.3.4.3) with default settings. Numbers of mapped reads per retrotransposon were counted and analysed using DESeq2^42^.

### Small RNA sequencing and analysis

Six foetal testes were used per replicate. RNA was isolated using QIAzol reagent following the manufacturer’s instructions. Size selection of 15–40 nucleotides (nt) from total RNA was performed using 15% TBE–Urea gel (Invitrogen) and a small RNA marker (Abnova R007) with 2× Gel Loading Buffer II (Ambion). To purify RNA from the gel, nuclease-free water was added to the cut gel slices, homogenised and incubated twice for 1 h at 37 °C, 1000 rpm with a freeze/thaw step on dry ice in between. Samples were transferred onto spin columns (Corning) plugged with filter paper (Whatman) and were centrifuged 1 min at max speed. RNA precipitation of the flow through was done with 2.5 volumes ethanol 100%, 1/10 volume 3 M NaOAc and 1 μl GlycoBlue (Life Technologies) overnight at −20 °C. RNA was washed in 80% ethanol and dissolved in 10 μl nuclease-free water. NEBnext Multiplex Small RNA Library Prep Set for Illumina (NEB) was used for library preparation following the manufacturer’s instructions with 4 μl size-selected RNA starting material, 1:2 diluted adaptors and 16 cycles PCR amplification. Qubit high sensitivity dsDNA kit on a Qubit fluorometer (Life Technologies) was used to measure the concentration and a HSD1000 tape on a Tapestation 2200 instrument (Agilent) to identify size and quality of the library. For the final library pool 4 ng were used per sample and sequenced on a HiSeq2500 sequencer (Illumina) in 50 bp single-end read mode. Adaptor sequences were removed from 3′ end of the raw fastq file with cutadapt^43^ using the options -m 16, -trimmed-only. Annotation of processed reads of 18–32 nt for each sample were retrieved as described^46^ using bowtie^45^ (1.2.1.1). Reads mapped to genomic TE sequences retrieved from RepeatMasker were allowed three mismatches. Mapped piRNA reads with 25–30 nt were categorised according to annotations, reads which did not map to any recorded genomic element are summarised in ‘other’. The piRNA amplification analysis and mapping of LINE1 and IAP was performed as described^4^. Consensus sequences of L1MdTfI and IAPEZI were retrieved from Repbase^44^ (24.01).

### Whole genome methylation sequencing (Methyl-seq) and analysis

For Methyl-seq DNA was isolated from FACS sorted P14 spermatogonial stem cells. Cells were digested using proteinase K 0.2 mg ml^−1^ in 10 mM Tris-HCl pH 8, 5 mM EDTA, 1% SDS, 0.3 M Na–acetate at 55 °C overnight, followed by two successive rounds of phenol/chloroform/isoamylalcohol (25:24:1, Sigma-Aldrich) extraction and one round of chloroform extraction. DNA precipitation was done by addition of 1/10 volume 3 M Na–acetate, 10 μg linear acrylamide (Invitrogen) and 1 volume of isopropanol and incubated at −20 °C overnight, washed two times with 70% ethanol and solubilized in 5 mM Tris-HCl pH 8. Libraries were prepared using the NEBnext Enzymatic Methyl-seq kit (NEB) according to the manufacturer’s protocol and sequenced on a HiSeq 4000 (Illumina) in 150 bp paired-end read mode. Analysis was performed as described in detail previously^8^. Genic regions were defined as probes overlapping genes and promoter as probes overlapping 2000 bp upstream of mRNA transcripts, as annotated by Ensembl (GRCm38.p6); CpG islands (CGIs) were defined as probes overlapping the Ensembl (GRCm38.p6) CGI annotation; reads overlapping transposons were removed for genic, promoters and CGIs genome. Transposon analysis was performed by unique mapping in the genome, excluding any repeats overlapping gene bodies. Transposon families were assessed by mapping to full length elements defined as follows: for LINE1 elements >5 kb; IAP families >6 kb; MMERVK10C > 4.5 kb. Intergenic regions were defined as regions which were non-overlapping with genes or transposons. Level of methylation was expressed as mean percentage of individual CG sites.

### Statistical information

Statistical testing was performed with R (3.3.1) using the R Studio software and with Perseus for the mass-spectrometry data. Unpaired, two-sided Student’s *t*-tests were used to compare differences between groups and adjusted for multiple testing using Bonferroni correction where indicated, except for RNA-seq data analysis where Wald tests and Benjamini–Hochberg correction were used. Averaged data are presented as mean ± s.e.m. (standard error of the mean), unless otherwise indicated. No statistical methods were used to predetermine sample size. The experiments were not randomised and the investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The Methyl-seq data generated in this study have been deposited at ArrayExpress under the accession number E-MTAB-9090. The published Mehtyl-seq data of *Miwi2*^*−/−*^ and *Wildtype* spermatogonia was retrieved from E-MTAB-7997^8^. The sRNA-seq and RNA-seq data generated in this study have been deposited at Gene Expression Omnibus under the accession number GSE150350. Published RNA-seq data of P20 *Miwi2*^*−/−*^ testes was retrieved from GSE131377^8^. Data from the IP-MS experiments performed in this study have been deposited at ProteomeXchange under the accession number PXD019087. The published IP-MS experiments re-analysed in this manuscript were retrieved from ProteomeXchange PXD016701^8^. The Affymetrix microarray datasets for spermatogonia^30^ and spermatocytes^47^ and gonocytes^8^ were retrieved from ArrayExpress: E-MTAB-4828, E-MTAB-7067 and E-MTAB-7985, respectively. Full scans of the gels and blots are available in Supplementary Fig. 7. The source data underlying Figs. 1c, d, 2f, 3a, b, d–g and Supplementary Figs. 1a, 3e, f, h, 4a, c–f and 5a–c are provided in a Source Data file. All data are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

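The values reported come from the processed files of 3 kinds of libraries. RNA-seq of sorted E16.5 gonocytes has 3 control (*Tex15*+/-) and 3 *Tex15*-/- libraries, small RNA sequencing of E16.5 foetal testes has 3 control and 3 *Tex15*-/- libraries, and RNA-seq of testes at P20 has 3 *Tex15*-/- libraries. The P20 libraries of control and *Miwi2*-/- testes, the Methyl-seq data and Supplementary Tables 3 and 4 were not analysed here. The conditions were taken from the sample descriptions. *Tex15* itself was lower in every gonocyte library described as *Tex15*-/-.

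For the gonocyte libraries, the authors aligned reads with HISAT2 and deposited whole-number counts per Ensembl gene from htseq-count, without normalisation. Rows for reads assigned to no gene, ambiguous, unaligned or aligned to several places were left out of the gene counts. They held between 61.3% and 67.3% of the total of the table in each library. For the gonocyte and P20 libraries, the authors also mapped reads with bowtie2 to consensus sequences of rodent repeats and deposited the count of reads on each consensus, with 1 best location per read and without normalisation. For small RNA, the authors trimmed and collapsed the reads, annotated the sequences with bowtie and deposited the count of reads with each sequence. The paper does not state whether reads were counted by strand in the gene counts, so overlapping and antisense genes, paralogs and near-identical repeat consensus sequences are uncertain where their reads could be shared. Of the 54838 gene identifiers, 54723 (99.8%) were matched to a symbol in the GENCODE annotation of GRCm38.

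Counts were compared in R 4.3.3 with edgeR 4.0.16, using TMM normalisation, filterByExpr (a minimum count of 10 and a minimum total of 15), the quasi-likelihood test in the default setting of this version and Benjamini-Hochberg adjustment. An adjusted p under 0.01 was taken as a call, which is the threshold the paper states for Fig. 2f. The TE counts were scaled within their own table, and piRNA counts per TE name (25–30 nt reads) within the TE-annotated piRNAs. Alternatives were no filter beyond a total above 0, at least 10 counts in every library, total counts without TMM factors, library sizes and TMM factors from the gene counts, LINE and LTR elements only, all 18–32 nt reads or 21–23 nt reads as library size, 24–32 nt or 26–29 nt as the piRNA length, distinct sequences counted once, an adjusted p under 0.05, an absolute log2 fold change above 1, DESeq2 1.42.0, the replicate number as a block, and each library left out in turn. These alternatives, the tests, the gene lists and the rule for named genes were chosen before the data were examined. Chosen after the data were seen were edgeR's newer quasi-likelihood estimate, DESeq2 with an adjusted p under 0.05 or with an absolute log2 fold change above 1, DESeq2 with each library left out, mature miRNA reads as library size, and a second genomic copy for ping-pong pairs.

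Named genes are *Tex15* and *Actb*, every listed pathway gene with an adjusted p under 0.05, and the 10 genes with the largest absolute log2 fold change among those past the threshold with groups that do not overlap. TE names are the 20 families of Fig. 2f and the 10 with the largest absolute log2 fold change chosen in the same way, for RNA-seq and for piRNAs. Genes outside this rule are said to be named after their values were seen. A list of piRNA pathway and de novo methylation genes and lists of marker genes for germ cells, Sertoli cells, Leydig cells, interstitial and mesenchymal cells, endothelial cells and blood cells were tested with camera (preset correlation of 0.01) and fry of limma 3.58.1.

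Small RNA tables were reduced to distinct sequences, since a sequence with several annotations is listed several times with the same count. Shares were computed per library with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and compared by two-sided exact permutation tests with scipy 1.17.1. With 3 libraries against 3 these cannot give a p under 0.10. For ping-pong pairs, 25–30 nt reads of L1Md_T and IAPEz-int were mapped with bwa 0.7.19-r1273, allowing 3 mismatches, to 1 genomic copy of each element of 7500 bp in GRCm38.p6, and the overlap of the 5′ ends of opposite-strand reads was counted from 1 to 30 nt. The paper counted pairs on the consensus sequence, which was not used here.

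The scripts were tested on simulated counts drawn from the means and library sizes of the libraries, with 200 changed genes, 60 changed TE consensus sequences and 100 changed TE names for piRNAs. The changed rows were taken from those with higher counts, and all rows and libraries had the same coefficient of variation. At a simulated coefficient of variation of 0.2, edgeR recovered 46% of genes with an absolute log2 fold change of 1 and 100% of those with 2, with 3 false calls. For TE consensus sequences it recovered 80% and 100%, and for piRNA counts 66% and 100%, with 1 false call each. Gene counts per gonocyte library were between 4893265 and 5697020, TE counts between 662394 and 1277612, TE counts per P20 library between 338254 and 397378, and 18–32 nt reads per small RNA library between 11184854 and 83102785. In every pair of gonocyte libraries or of small RNA libraries of one group, the counts differed by more than sampling noise. No library carries molecular identifiers.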

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

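The lists of marker genes were fixed in advance, and the tests of the explanations for their levels were chosen only after the results were seen.

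Genes that mark other cells of the testis, which the paper does not discuss, were well above the control level in *Tex15*-/- replicate 2 of the sorted gonocytes. Over the control mean, the sum of Sertoli cell markers was 4.45-fold, of Leydig cell markers 11.2-fold, of interstitial and mesenchymal markers 15.2-fold, of endothelial markers 3.19-fold and of blood cell markers 2.44-fold. In *Tex15*-/- replicate 3 these ratios were 3.34, 3.54, 3.84, 1.03 and 2.74, and in *Tex15*-/- replicate 1 they were 0.804, 0.935, 0.934, 0.887 and 0.791. The sums of germ cell markers stayed at 0.982, 0.989 and 0.950 of the control mean in replicates 2, 3 and 1. The markers given here were named after their values were seen. *Col3a1* had 67, 87 and 79 reads in controls and 50, 3301 and 663 in *Tex15*-/- replicates 1, 2 and 3. *Cyp17a1* had 13, 81 and 35 reads in controls and 56, 1340 and 421 in *Tex15*-/- libraries, and *Clu* 188, 163 and 203 in controls and 142, 542 and 481 in *Tex15*-/- libraries. Other listed markers moved little, such as *Alas2* of blood cells, with 80, 103 and 77 reads in controls and 67, 85 and 88 in *Tex15*-/- libraries, and *Plvap* of endothelial cells, with 70, 51 and 80 in controls and 83, 104 and 86 in *Tex15*-/- libraries.

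Of the listed germ cell, Sertoli, Leydig, interstitial and mesenchymal, endothelial and blood cell markers, 9, 1, 2, 6, 4 and 1 had at least 10 CPM in the control gonocytes, and 4 of the germ cell markers are also in the piRNA pathway list. As sets of tested genes in the comparison of both genotypes (limma's camera), their p-values were 0.0081, 0.0214, 0.0036, 5.8e-05, 0.0203 and 0.352, with median log2 fold changes of −0.09, 1.06, 2.90, 3.00, 0.69 and 0.61. Over the 6 lists, the Benjamini-Hochberg adjusted p-values of limma's camera were 0.0161, 0.0257, 0.0109, 0.000345, 0.0257 and 0.352. The call for germ cell markers held under fry before adjustment (p = 0.0169) but not over the 6 lists (adjusted p = 0.102), and not with an estimated correlation (p = 0.0761). The calls for Sertoli, Leydig, interstitial and mesenchymal, and endothelial markers did not hold under fry (p from 0.350 to 0.403) or with an estimated correlation (p from 0.242 to 0.343), and blood cell markers gave 0.490 and 0.491.

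A difference in library size is already divided out of these sums. The sum of germ cell markers, at 0.982 of the control mean in *Tex15*-/- replicate 2, therefore does not test it. The gene count of this library, 5697020, lies above the control range of 4893265 to 5561189, and that of *Tex15*-/- replicate 3, 5381889, inside it. Blood cells as the only source are argued against by the Leydig cell markers, whose 11.2-fold level in *Tex15*-/- replicate 2 exceeds the 2.44-fold level of blood cell markers.

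RNA of somatic testis cells in the sorted gonocytes of *Tex15*-/- replicates 2 and 3 stays open as a candidate explanation. Without *Tex15*-/- replicate 1, 26 of the 42 somatic markers tested in that fit were among the 296 genes called higher, 61.9% against 1.69% of all genes tested (two-sided Fisher's exact test, p = 3.6e-36). This test leaves out the library without the pattern and so describes replicates 2 and 3. A change of expression in gonocytes caused by the loss of *Tex15* was not tested separately, and *Tex15*-/- replicate 1, of the same genotype, did not show the pattern.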

How the results depend on the processing

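All counts of other splits of the libraries were chosen as tests only after the results were seen, as were the alternatives that processing names as chosen after the data.

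For genes, the count of 0 past the threshold (1501 at an unadjusted p under 0.05) stayed 0 with the replicate block (1186), without TMM factors (1495) and with an absolute log2 fold change above 1. It was 488 without a filter on low counts (445 higher, 43 lower), 1 with at least 10 counts in every library, 3 at an adjusted p under 0.05, 14 with DESeq2, 13 with DESeq2 and an absolute log2 fold change above 1, 43 with DESeq2 at an adjusted p under 0.05 and 2 with edgeR's newer estimate. Across the 6 fits that each left out one library it ranged from 0 to 388, the latter without *Tex15*-/- replicate 1, and was 5 without *Tex15*-/- replicate 2. The DESeq2 count ranged from 7 to 560 in such fits, again the latter without *Tex15*-/- replicate 1, which kept all 14 genes. The cause of these differences between settings was not tested. The 6 fits that left out one library all had the same number of libraries, so this number does not explain their range from 0 to 388. All 10 of the 10 splits of the 6 libraries gave 0 calls. At an unadjusted p under 0.05, the split that set control replicate 1 with *Tex15*-/- replicates 2 and 3 gave 2379 genes, more than the real split. On simulated data with this number of libraries, calls were made, but only 46% of changes of 1 on the log2 scale were recovered. The simulation gave all libraries the same spread, so it does not measure the power of the real fit. In that fit *Tex15* itself, with a log2 fold change of −2.35, fell short (adjusted p = 0.0112 from edgeR's quasi-likelihood test). Changes larger than 1 could therefore be missed as well.

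The log2 fold change of *Tex15* kept its direction under every alternative. It passed the threshold without a filter (−2.33), with at least 10 counts in every library (−2.37), with edgeR's newer estimate (−2.35) and with DESeq2 (−2.34). With one library left out it ranged from −2.74 to −2.17.

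For TE consensus sequences, the 23 calls became 1 with library sizes and TMM factors from the gene counts, 10 with an absolute log2 fold change above 1, 8 with DESeq2 and this limit, and 8 to 52 with one library left out. The replicate block gave 24. For the 20 families of Fig. 2f, the 12 calls became 0 with the gene counts, 7 without TMM factors, 7 with an absolute log2 fold change above 1, 6 with DESeq2 and this limit, and 6 to 16 with one library left out. For both, 1 of the 10 splits, the real one, gave as many calls, and no other split gave a call. Among the 23 named TE families, 255 alternative values kept direction and side of the threshold, 49 fell short of it, 8 newly passed it and 9 reversed. The reversed ones, without TMM factors and with the gene counts, were L1MdA_I (−0.25, −0.23), L1_MM (−0.25, −0.22), L1MdA_II (−0.22, −0.19) and L1MdA_III (−0.11, −0.078), and without TMM factors only L1MdGf_II (−0.039). The median over all consensus sequences moved by −0.37 without TMM factors and by −0.31 with the gene counts, and the fold changes that reversed, from 0.13 to 0.34, were close to 0.

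For piRNA counts per TE name, the 1 call became 4 with at least 10 counts in every library, 2 with 24–32 nt reads, 24 at an adjusted p under 0.05, 53 with DESeq2 (47 higher, 6 lower), 27 with DESeq2 and an absolute log2 fold change above 1, 86 with DESeq2 at an adjusted p under 0.05, and 0 to 25 with one library left out (25 without *Tex15*-/- replicate 2). It became 376 with all 18–32 nt reads, 350 with 21–23 nt reads and 359 with mature miRNA reads as library size. Of these, 4, 2 and 2 were higher, and the median log2 fold change of all names moved by −1.0, −1.09 and −1.10. The total of TE-annotated piRNA reads had a log2 ratio of means of −0.12 relative to 18–32 nt reads (exact permutation p = 0.80). Relative to mature miRNA reads it was −0.22 (exact permutation p = 0.60). Among the splits, 1 of 10, the real one, gave a call.

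Same-numbered libraries did not visibly deviate together (correlations of −0.144, −0.041 and −0.009 for genes, 0.097, 0.112 and 0.024 for TE consensus sequences and −0.237, −0.165 and 0.134 for piRNAs). This does not exclude that they share a litter or a preparation. With the replicate block, no TE name was called for piRNAs (0 calls, and 132 names at an unadjusted p under 0.05). The pathway gene set had a median log2 fold change of 0.018 both with and without the block. The log2 fold change of *Tex15* was −2.43 with an adjusted p of 0.0155 (edgeR's quasi-likelihood test, over all alternatives 2.8e-95 to 0.256).

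Among shares, in percentage points, the difference in the class of genes (−0.193) reversed with 24–32 nt reads (0.687) and with distinct sequences (0.129), and lay between −2.13 and 0.897 with one library left out. That of LINEs (0.337) reversed with 24–32 nt reads (−0.270) and with only TE-annotated reads as the denominator (−2.02), lay between −0.725 and 1.89 with one library left out, and was largest with distinct sequences (4.66, two-sided exact permutation test, p = 0.10). That of an A at position 10 (−0.229) reversed with distinct sequences (0.291) and lay between −1.30 and 1.88, and for IAPEz-int between −1.91 and 1.52. A U at position 1 of IAPEz-int piRNAs lay between −0.013, without *Tex15*-/- replicate 2, and 2.27. The share of 10 nt overlaps on L1Md_T (−0.676) reversed with distinct sequences (0.324) and lay between −2.68 and 2.71. The IAP, other LTR, SINE, nrRNA and other classes, and the shares of 25–30 nt and 22 nt reads, kept their direction under every alternative. The 20 families of Fig. 2f took 77.7% of LINE and LTR reads at P20 in place of 73.3% of all TE reads, since the denominator is smaller.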

Differences from the paper's values

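Of 56 values compared with the paper, 3 differed. No test of a cause was run for them, and settings chosen only after the results were seen are named as such.

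The paper states that 13 genes had altered expression in E16.5 gonocytes without *Tex15*, whereas 0 passed an adjusted p under 0.01 here. Of the alternatives set before the data were examined, DESeq2 in place of edgeR gave 14 genes, less than 1.5 times the paper's number, and none of the others did. They gave 488 without a filter on low counts, 1 with at least 10 counts in every library, 0 with the replicate block, 0 without TMM factors, 3 at an adjusted p under 0.05, 0 with an absolute log2 fold change above 1, and 1, 0, 0, 388, 5 and 0 without control replicates 1, 2 and 3 and *Tex15*-/- replicates 1, 2 and 3. DESeq2 with an adjusted p under 0.01 and an absolute log2 fold change above 1 gave 13, and this setting was chosen after seeing the values. *Tex15*, which the paper counts among the altered genes, was called by DESeq2, without a filter, with at least 10 counts in every library, without *Tex15*-/- replicate 1, without *Tex15*-/- replicate 2 and with edgeR's newer estimate, the last chosen after seeing the values.

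The log2 ratio of *Actb* between *Tex15*-/- and control gonocytes is 0.145 in the paper's Source Data and was 0.347 (standard error 0.153) here. Of the alternatives set before the data were examined, leaving out *Tex15*-/- replicate 2 brought it to 0.156, and the others, from 0.299 to 0.526, did not close the gap. For *Tex15*, in the same panel, the paper's value is −2.54, and −2.35 (standard error 0.229) was found here, a difference smaller than the standard error. Leaving out *Tex15*-/- replicate 2 moved it to −2.17, away from the paper's value.

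The share of IAPEz-int piRNA pairs with an overlap of 10 nt is 14.4% in control testes in the paper's Source Data and was 22.3% here, counted on a genomic copy and over overlaps of 1 to 30 nt. Of the alternatives set before the data were examined, distinct sequences counted once gave 9.60%, which lies below the paper's value and within a factor of 1.5 of it, and 24–32 nt reads (23.1%) and leaving out one library did not close the gap.

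The paper describes the annotation of mapped piRNAs and the piRNAs that map to TEs as without a major difference between the genotypes. Here the mean IAP share of piRNA reads was 11.7% in control and 23.2% in *Tex15*-/- testes, and the paper's own values for this share are 11.7% and 23.2%.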

Other observations

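The tests of reads assigned to no gene as a covariate, of a strain region linked to *Tex15* and of the sequencing depth were chosen before their results were seen, and all other tests only after.

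The rise of TEs in *Tex15*-/- gonocytes depends on what the counts are scaled by. Per 1000 gene counts, TE counts were 171, 199 and 190 in controls and 255, 116 and 196 in *Tex15*-/- replicates 1, 2 and 3. The lowest of these libraries, *Tex15*-/- replicate 2, also had the highest sum of interstitial and mesenchymal markers, and a link between both was not tested. Fewer reads assigned to no gene in the *Tex15*-/- libraries, as the whole cause, are argued against by a fit with these reads per gene count as a covariate. The paper does not state which gene features were counted, so these reads could include introns and do not measure background alone. The covariate correlated with genotype (−0.567, and −0.900 without *Tex15*-/- replicate 1), so the fit separates them only in part. All 21 consensus sequences called higher stayed higher, with a median log2 fold change of 0.688 against 0.936 without the covariate, and 13 of the 21 stayed past the threshold, while the other consensus sequences moved by a median of 0.157. With *Tex15*-/- replicate 1, 2 or 3 left out, 16, 18 and 16 stayed past it, but with control replicate 1, 2 or 3 left out it was 10, 7 and 3. A contribution of less background to the rise is not excluded. Scaled by gene counts, all 21 consensus sequences called higher were still higher, with a median log2 fold change of 0.575, but 0 passed the threshold, 5 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0467. In *Tex15*-/- replicate 1 all 21 lay above every control on that scale, and for 9 of the 21 the groups did not overlap. The spread on that scale was larger, with a biological coefficient of variation of 0.380 against 0.193. The loss of *Tex15* remains an open explanation that the design names.

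The satellite GSAT_MM was lower in all 3 *Tex15*-/- gonocyte libraries, with 3193, 2529 and 3472 CPM of the gene counts in controls and 806, 279 and 252 in *Tex15*-/- libraries. *Gm10800*, *Gm10801* and *Gm21738*, named after their values were seen, were lower as well, with log2 fold changes of −2.69, −2.50 and −2.62 and adjusted p-values from edgeR's quasi-likelihood test of 0.0307, 0.182 and 0.410. Less genomic DNA in the *Tex15*-/- libraries was not tested directly, since the reads assigned to no gene could include introns. In the fit with these reads per gene count as a covariate, GSAT_MM stayed lower, with a log2 fold change of −2.45 (adjusted p = 5.4e-05 from edgeR's quasi-likelihood test). With one library left out it lay between −4.20 and −2.25, with adjusted p-values from 2.8e-25 to 0.0314, the latter without control replicate 3. Reads assigned to no gene were 57.7, 70.1 and 66.2 per 100 gene counts in controls and 71.2, 28.7 and 43.2 in *Tex15*-/- replicates 1, 2 and 3. A genome region of another mouse strain linked to the *Tex15* allele, in mice of mixed background, cannot be told apart. Of 84 genes tested within 10 Mb of *Tex15*, 10 had an unadjusted p under 0.05 (11.9%), against 1490 of 16217 elsewhere (9.19%, two-sided Fisher's exact test, p = 0.347), but satellites lie outside the genes this test covers. A change in satellite transcription after the loss of *Tex15* was not tested.

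The IAP share of piRNA reads was higher in all 3 libraries of *Tex15*-/- testes. Fewer germ cells as the cause is argued against by the ratio of IAP to LINE reads, which was 0.412, 0.323 and 0.289 in controls and 0.624, 0.766 and 0.614 in *Tex15*-/- testes (mean 0.668). Fragments of IAP transcripts without the base preference of piRNAs are argued against by the share of IAPEz-int reads with a U at position 1, with a mean of 69.8% in *Tex15*-/- testes against 66.3% to 70.4% in controls. A few over-amplified sequences are argued against by the share among distinct sequences, which was 7.60%, 6.66% and 6.27% in controls and 13.3%, 13.5% and 13.5% in *Tex15*-/- testes (mean 13.4%). A difference in sequencing depth is argued against by the share among distinct sequences in 2699248 reads drawn from each library, which was 8.02%, 7.96% and 6.89% in controls and 14.2%, 13.5% and 14.5% in *Tex15*-/- testes (mean 14.1%). In each of these comparisons, apart from the U at position 1, every *Tex15*-/- library lay above every control (two-sided exact permutation test, p = 0.10). More IAP transcripts cut into sense piRNAs cannot be told apart from other sources, since the antisense share of IAPEz-int reads was 37.6%, 39.9% and 44.0% in controls and 54.7%, 36.7% and 49.1% in *Tex15*-/- testes, a difference of 6.34 points (two-sided exact permutation test, p = 0.40) with values on both sides of the control range. An effect of the loss of *Tex15* on IAP piRNAs may therefore be kept as a hypothesis, found and examined in the same 6 libraries.

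On L1Md_T, antisense reads made up 69.6%, 68.9% and 69.0% in controls and 65.9%, 59.5% and 62.5% in *Tex15*-/- testes (two-sided exact permutation test, p = 0.10).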
